A study of Homo sapiens with 4 samples. Its data were reported in "Integration of epigenomic and transcriptomic profiling uncovers EZH2 target genes linked to cysteine metabolism in hepatocellular carcinoma" (2024).

How the data were processed

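The data are 4 ATAC-seq libraries of HepG2 cells, 2 untreated and 2 treated with 5 µM tazemetostat for 48 h. Groups and replicate numbers were taken from the sample titles. Each library came as a list of peaks with a header.

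Per the labels and the study's methods, the authors trimmed reads with Trim Galore 0.6.6, aligned them to hg38 with Bowtie2 2.3.5.1 (maximum insert 2000 bp), and made tag directories and peaks with HOMER 4.11.1. Per the file headers, peaks of 300 bp were called in each library separately, with no pooling of replicates, and were then stitched into regions of variable length. A putative peak had to reach a fold of 4 over the surrounding 10 kb with a Poisson p-value of 0.0001, and at most 1 tag per bp was considered. Per the file headers the false discovery rate was 0.001, whereas the methods state 0.05; the lists were used as deposited. The file headers give a fragment length of 200 bp for both control libraries and 144 bp for both tazemetostat libraries, so this setting cannot be told apart from the treatment. Whether tags were shifted for the transposase is not stated in the headers.

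The deposited normalised tag count is a signal, the tags in the region per 10 M mapped tags of the library. The deposited score was read as a count of tags in an initial 300 bp peak, although its meaning after stitching is unclear. In stitched regions that score often lay below the mean density of the region, in 26.8% and 42.8% of the tested regions in the controls and 61.8% and 63.9% under tazemetostat, so it is not a measure of the summit. The deposited ratio columns are the fold over the local background and the clonal fold; the first was used to filter peaks and the second was not used. The deposited p-value against the local background was not used for testing. Multiplying the normalised tag count by the mapped tags gave values within 0.25 of a whole number in 100% of the peaks, and their sums equalled the tags in peaks of each header. These whole tags entered edgeR and DESeq2 as alternatives.

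Depth was 17.2 and 23.8 M mapped tags in the controls and 19.8 and 26.6 M under tazemetostat. The labels mention no molecular identifiers, and intervals cover counting error only. A peak list gives no value where no peak was called. The lowest normalised tag counts listed were 6.4, 5.04, 5.04 and 4.89, but these alone do not set the limit of detection. The local fold filter removed 77.0% and 80.0% of putative peaks in the controls and 62.7% and 70.9% under tazemetostat. A position with a higher tag count can therefore lack a peak.

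Peaks were merged across libraries where they overlapped by at least 1 bp, and each region was classed by the libraries in which it was called. Group means of library values were compared with the exact permutation test, two-sided, which cannot go below 0.3333 for 2 against 2. For regions with exactly 1 peak per library, limma 3.58.1 (lmFit and eBayes, no block) was run on log2(normalised tag count + 1), a scale that understates changes of low values, with Benjamini-Hochberg adjustment and a threshold of 0.05. edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 were run in R 4.3.3; the 1492 regions without an adjusted p in DESeq2 were left without one. The study's own comparison used tag directories, which were not used here. Region centres were annotated with GENCODE release 44 as promoter (1 kb upstream to 100 bp downstream of a transcription start), exon, intron or intergenic. Between 2.57% and 2.75% of peaks per library lay outside the primary chromosomes and were left out of the annotation. Shares of region sets were given with 95% Wilson intervals and compared with Fisher's exact test. Regions are not replicates, so these tests describe the lists. The 10 consensus sequences (HNF4, CEBP, ATF, AP-1, CTCF, NFkB, GATA, FOXA, HNF1 and SP/KLF) were searched on both strands in 200 bp around the centre; at the loci of the study genes HNF4 was searched over whole regions. Gene windows were the gene body with 10 kb on either side. The gene list was ranked among 10000 random lists of genes matched on the number of regions per window, a permutation of genes and not of libraries.

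Named in the text by a rule set before the data were examined are BHMT and CDO1 in full, the other study genes more briefly or where a region is set apart, the 3 tazemetostat-only and 3 control-only regions with the highest mean tag count, and the 3 largest rises and falls past the threshold in limma.

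The merging and motif code was tested on simulated data: 100% of 3000 simulated regions fell in the right set under each of the merging rules and 100% of planted motif sites were found. For the tag count comparison, counts were drawn for the 15383 regions with 200 of them changed 3-fold. limma recovered 85.5% of these with 7.07% false calls among its calls, and edgeR recovered 84.0% with 6.15%. The simulation had no general shift between the groups, no difference in peak length and a common dispersion. In the data 95.4% of the regions were higher under tazemetostat, so these rates do not carry over to the calls made there. Of 200 gene lists of 32 genes drawn at random, 5.5% had p under 0.05.

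Alternatives fixed beforehand were an equal number of peaks per library, a common tag minimum, a stricter local fold, autosomes and X only, an overlap of 50% of either peak, merging within 200 bp, leaving out each replicate, pseudocounts of 0.1 and 10, median centring, quantile and cyclic loess normalisation, tag counts per kilobase, the replicate block, other promoter and window definitions, and GC-matched or distal motif backgrounds. The exception was leaving out each replicate for the genomic annotation and the study gene loci, which was chosen after the data were seen. Tools were Python 3.11.15, scipy 1.17.1, statsmodels 0.14.6 and pysam 0.24.0.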

Results

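Chromatin accessibility was measured in HepG2 cells, a human hepatocellular carcinoma line, by the assay for transposase-accessible chromatin with sequencing (ATAC-seq, Omni protocol). Tazemetostat inhibits EZH2, the catalytic subunit of the polycomb complex that methylates histone H3 at silenced genes. The series held 4 libraries, 2 from untreated cells and 2 from cells given 5 µM tazemetostat for 48 h, each from 50000 cells. The question was where accessibility differed once EZH2 was inhibited, and whether genes of sulfur amino acid metabolism were among the affected loci. The files list the peaks called in each library, so a position without a peak carries no value for that library. Mapped tags numbered 17191428 in control replicate 1, 23800380 in control replicate 2, 19844503 in tazemetostat replicate 1 and 26564400 in tazemetostat replicate 2. Depth therefore overlapped between the groups.

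To see how many accessible sites each library gave, the called peaks were counted. There were 26133 peaks in control replicate 1 and 34768 in control replicate 2. Tazemetostat replicate 1 had 55313 peaks and replicate 2 had 54157. The group means were 30450.5 ± 6106 (SD, n = 2) and 54735 ± 817 (SD, n = 2), a difference of 24284.5 peaks. The exact permutation test, two-sided, gave p = 0.3333, which is the smallest value that 2 against 2 libraries allow. Both tazemetostat libraries lay above both control libraries. Control replicate 2 was sequenced more deeply than tazemetostat replicate 1 and still had fewer peaks. Called peaks per 1 M mapped tags were 1490 ± 41.9 (SD, n = 2) in the controls and 2413 ± 529 (SD, n = 2) under tazemetostat. When only peaks with a fold over the local background of at least 8 were kept, the difference shrank to 7879 peaks. Median folds were 5.92 and 5.65 in the controls and 6.09 and 5.75 under tazemetostat. The filter therefore removed most peaks of every library, and a smaller absolute difference need not be a smaller relative one. Taking an equal number of peaks from every library sets the difference to 0 by construction.

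The share of mapped tags lying in peaks was 4.32% and 5.69% in the 2 control libraries. It was 11.51% and 9.81% in the 2 tazemetostat libraries. The means differed by 5.66 percentage points, with SDs of 0.969 and 1.20 (n = 2 each; exact permutation p = 0.3333, two-sided, the smallest possible). The peaks covered 13.2 Mb on average in the controls and 25.1 Mb under tazemetostat. The mean normalised tag count per kilobase of peak was 38.2 ± 2.29 and 42.4 ± 4.34 (SD, n = 2 each), a difference smaller than the spread between the tazemetostat replicates. The exact permutation test of that density, two-sided, gave p = 0.667.

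**Figure D1:**
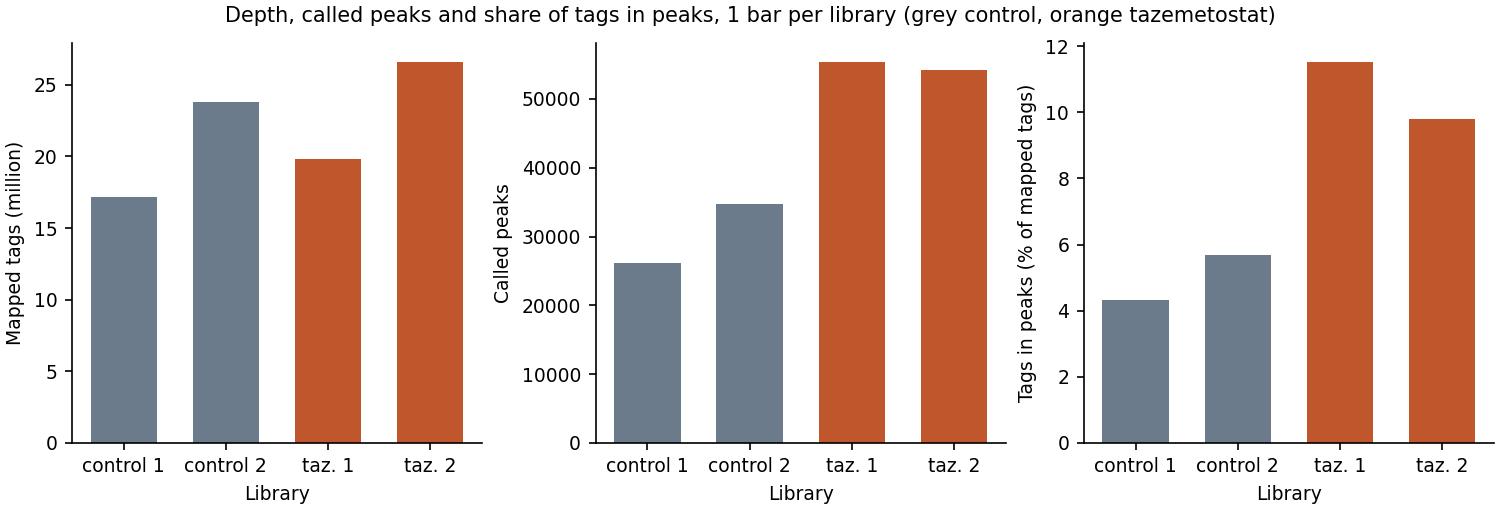
Mapped tags (M), called peaks, and tags in peaks as a percentage of mapped tags, with 1 bar per library on the vertical axes. Depth overlaps between the groups, while the tazemetostat libraries have 55313 and 54157 peaks against 26133 and 34768 in the controls.

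Peaks from the 4 libraries that overlapped by at least 1 bp were merged into 80551 regions. Of these, 11044 were called in both tazemetostat libraries and in neither control library, and are termed tazemetostat-only regions. The reverse held for 362 regions, termed control-only. A further 16430 were called in all 4 libraries and are termed shared. Region sets defined by 1 library of each group ranged from 555 regions (control replicate 1 with tazemetostat replicate 2) to 1411 regions (control replicate 2 with tazemetostat replicate 2). The tazemetostat-only set was larger than each of these and the control-only set was smaller than each. With the 26133 highest peaks of every library, the sets held 2605 tazemetostat-only and 1088 control-only regions, against 549 to 1022 regions for pairs that mixed the groups. Counting any region called in at least 1 library of one group and none of the other gave sets of 38125 and 10495. Leaving out a library relaxes the definition of a set and enlarged them as well: without tazemetostat replicate 2 the tazemetostat-only set rose to 25276 regions, and without control replicate 1 the control-only set rose to 5750. Tazemetostat-only regions had low tag counts. Their median of the mean normalised tag count under tazemetostat was 10.7, against 30.6 for shared regions.

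How far the libraries overlapped depended on the measure. Of the regions of control replicate 1, 68.0% were also called in control replicate 2, 76.6% in tazemetostat replicate 1 and 75.5% in tazemetostat replicate 2. As a percentage of the regions called in either library of a pair, the common regions made up 41.3% for the controls and 54.4% for the tazemetostat libraries. By that measure the pairs that mixed the groups had 32.5% with control replicate 1, in both cases, and 43.0% and 43.8% with control replicate 2.

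**Figure D2:**
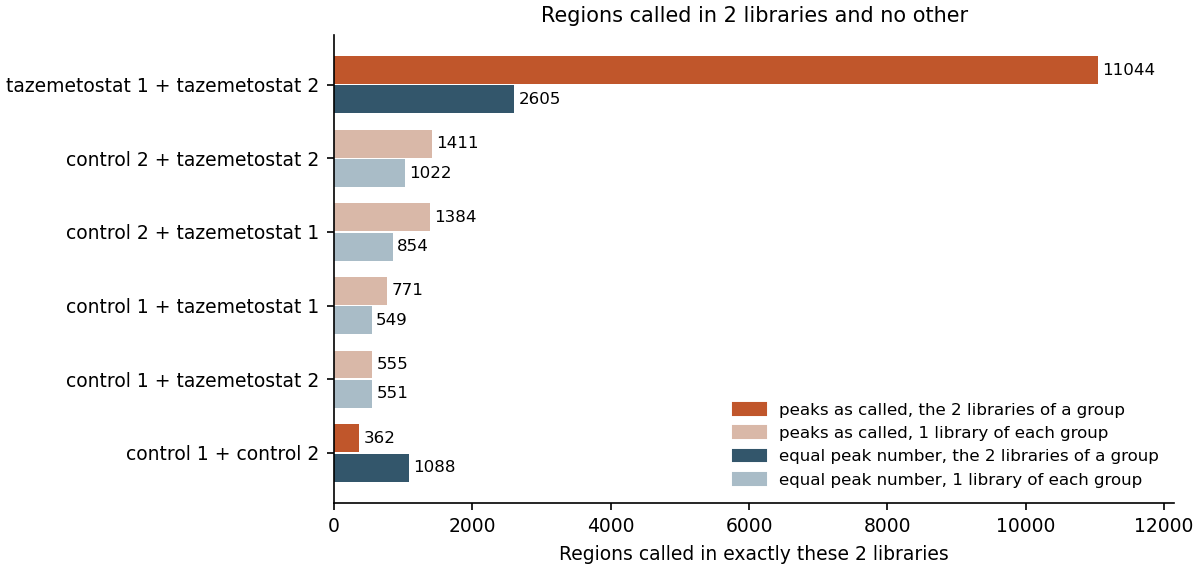
Number of regions called in exactly 2 libraries, on the horizontal axis, for each of the 6 pairs of libraries on the vertical axis. Upper bars use the peaks as called and lower bars an equal number of peaks per library; the tazemetostat pair leads in both, with 11044 and 2605 regions.

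Among tazemetostat-only regions, the 3 with the highest mean normalised tag count were named by their values alone. The region on chromosome 17 from 82022825 to 82023355 (hg38), in a promoter within CENPX, had normalised tag counts of 96.8 and 67.8. The region on chromosome 16 from 30199577 to 30200192, in a promoter within SULT1A3, had 75.6 and 75.3. An intergenic region on chromosome 16, from 34582168 to 34582469, had 81.1 and 64. The 3 highest control-only regions were intronic. CCDC200 on chromosome 17 held 2 of them, from 43231771 to 43232257 with tag counts of 66.9 and 39.1, and from 43232353 to 43232676 with 41.9 and 44.5. CCDC183 on chromosome 9 held the other, from 136802750 to 136803252, with 46 and 37.8. The files do not show how tags that map to several places were handled, which limits what the counts mean where sequence is duplicated. None of these 6 regions was set apart by group once a fold over the local background of at least 8 was required. Their peaks had folds from 4.02 to 5.22, so that filter removes all of them and cannot test these regions.

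Tag counts could be compared between groups where every library had exactly 1 peak, which held for 15383 regions. In limma, 6569 of these had a higher and 38 a lower log2(normalised tag count + 1) under tazemetostat at a Benjamini-Hochberg adjusted p under 0.05. The median change was 0.70 on the log2 scale, and 95.4% of the regions had a higher mean under tazemetostat. The scaling decided this result. Centring each library on its median left 0 regions past the threshold in either direction, with 468 higher and 1188 lower at an unadjusted p under 0.05. edgeR on whole tags called 7455 regions higher and 52 lower with library sizes from the file headers. With TMM factors edgeR called 23 higher and 174 lower, and the share of calls that were higher went from 99.3% to 11.7%. DESeq2 with its own size factors called 3 higher and 106 lower. Peaks at these regions were also longer under tazemetostat, with median lengths of 579 and 585 bp against 409 and 502 bp. Dividing by the peak length lowered the median change to 0.41, with 5063 regions higher and 40 lower in limma.

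**Figure D3:**
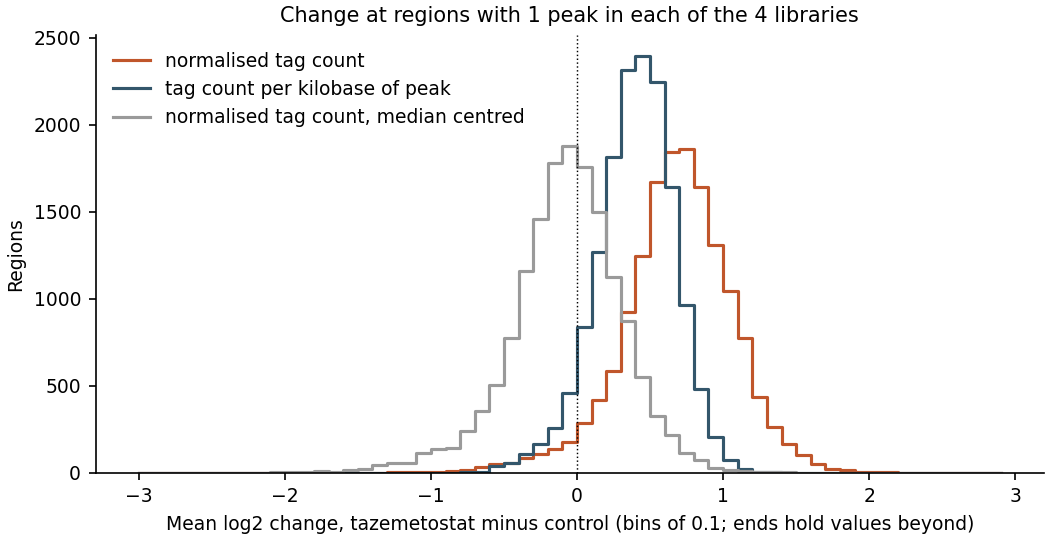
Histogram of the mean log2 change (horizontal axis, tazemetostat minus control) over the 15383 regions with 1 peak in each library, with the number of regions on the vertical axis. The median change is 0.70 for the normalised tag count and 0.41 per kilobase of peak, and the median-centred values lie around 0.

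The 3 largest rises past the threshold in limma were as follows. On chromosome 2, the region from 64922525 to 64923503, in an intron of LINC02245, rose by 2.22 on the log2 scale (SE 0.31, limma adjusted p = 0.00191). On the same chromosome, the region from 27050625 to 27051776, in a promoter within AGBL5, rose by 2.20 (SE 0.30, limma adjusted p = 0.00191). The region on chromosome 17 from 65515683 to 65516597, which is intergenic with AXIN2 as the nearest coding gene at 12423 bp, rose by 2.14 (SE 0.31, limma adjusted p = 0.00191). The largest fall was on chromosome 10, from 92375423 to 92376202, an intergenic region 21848 bp from MARCHF5. Its value fell by 1.42 (SE 0.30, limma adjusted p = 0.00649), and its peaks measured 779 and 606 bp in the controls but 300 bp in both tazemetostat libraries. An intergenic region on chromosome 7, from 158998222 to 158999018, lies 29555 bp from VIPR2 and fell by 1.29 (SE 0.30, limma adjusted p = 0.00866). A region on chromosome 5 from 43087237 to 43088144, in an intron of ZNF131, fell by 1.27 (SE 0.33, limma adjusted p = 0.0119). All 6 lost the threshold after median centring in limma, where their adjusted p was 0.136 to 0.138, and all 6 kept it in edgeR with TMM factors (adjusted p 0.00185 to 0.00797) and in DESeq2 (adjusted p 0.000735 to 0.0216). None changed direction under these 3 settings. Per kilobase of peak, the AGBL5 region (0.50, limma adjusted p = 0.0594) and the region on chromosome 10 (-0.31, limma adjusted p = 0.234) lost the threshold and the other 4 kept it. With tags in the fixed 300 bp peak, an alternative chosen after the data were seen that understates long regions, all 6 lost it in limma (adjusted p 0.461 to 0.968).

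The genomic distribution of the region sets was then compared. Promoters held 17.8% of tazemetostat-only regions (95% Wilson interval 17.1 to 18.6%) and 41.7% of shared regions (40.9 to 42.5%). The odds ratio was 0.304 in Fisher's exact test. Introns held 45.8% against 35.6% and intergenic sequence 30.6% against 18.4%, with odds ratios of 1.52 and 1.96. Exons held 5.76% against 4.27%. Control-only regions resembled the tazemetostat-only set, with 13.1% in promoters (9.92 to 17.1%), 46.8% in introns and 32.8% in intergenic sequence. The alternative that moved the promoter difference most was the fold over the local background of at least 8, which took it from -23.9 to -6.62 percentage points. The intron difference changed sign under that setting, from 10.1 to -0.821 percentage points. In whole libraries, the promoter share was 31.8% ± 2.09 (SD, n = 2) in the controls and 25.8% ± 0.742 (SD, n = 2) under tazemetostat (exact permutation p = 0.3333, two-sided, the smallest possible).

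To ask which transcription factor motifs marked the tazemetostat-only regions, 10 fixed consensus sequences were counted in the central 200 bp of each region. The CTCF consensus CCNYCTRSTGG occurred in 6.56% of tazemetostat-only regions (95% Wilson interval 6.12 to 7.04%) and in 2.35% of shared regions (2.13 to 2.59%). Its odds ratio was 2.92 (Fisher's exact test, adjusted p = 4.02e-65). The odds ratio stayed above 1 under every alternative set in advance, from 1.67 when whole regions were searched to 3.34 with the stricter local fold. It fell to 1.29 (Mantel-Haenszel test, adjusted p = 0.00823) in strata of tag count, an alternative chosen after the data were seen. The HNF4 consensus CAAAGTYCA occurred in 3.22% of tazemetostat-only regions (2.91 to 3.57%) and 2.56% of shared regions (2.33 to 2.82%), an odds ratio of 1.27 (adjusted p = 0.0028). That excess was not seen against shared regions of the same GC content, where the odds ratio was 1.05 (adjusted p = 0.59). It also went when only regions over 1 kb from a transcription start were used (0.943, adjusted p = 0.475). CEBP matches occurred in 0.444% against 0.292%, an odds ratio of 1.52 that did not pass adjustment (adjusted p = 0.0688). In strata of tag count it was 2.97 (Mantel-Haenszel test, adjusted p = 0.0271), and with whole regions searched 0.780 (Fisher's exact test, adjusted p = 0.102). ATF matches were fewer in tazemetostat-only regions (0.589% against 0.986%, odds ratio 0.595, adjusted p = 0.000758), as were SP/KLF matches (3.52% against 7.18%, odds ratio 0.472, adjusted p = 5.51e-39). GATA and FOXA matches were more frequent, with odds ratios of 1.23 (adjusted p = 0.000758) and 1.12 (adjusted p = 0.027), but less frequent with whole regions searched (0.826 and 0.839, adjusted p = 9.47e-07 and 8.06e-07). Each of these 4 changed direction under at least 1 alternative. AP-1, NFkB and HNF1 matches did not pass the threshold in the central 200 bp, with odds ratios of 1.08, 0.956 and 0.915. With whole regions searched AP-1 and NFkB were below 1 and passed it (0.771 and 0.590, adjusted p = 3.45e-12 and 1.25e-34), as did AP-1 and HNF1 in regions over 1 kb from a transcription start (0.766 and 0.639, adjusted p = 3.91e-06 and 0.0389). Median peak lengths under tazemetostat were 582 and 587 bp in shared regions, against 376 and 377 bp in tazemetostat-only regions. A search of whole regions therefore favours matches in shared regions, and its odds ratios below 1 cannot be read as fewer matches for a given length. The central 200 bp in turn covers a smaller part of the longer shared regions. Matches outside it may be missed more often there, which could raise the odds ratios of the main search. In the 362 control-only regions, HNF4, GATA, FOXA and SP/KLF matches were all fewer than in shared regions, with odds ratios of 0.211, 0.407, 0.307 and 0.108.

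**Figure D4:**
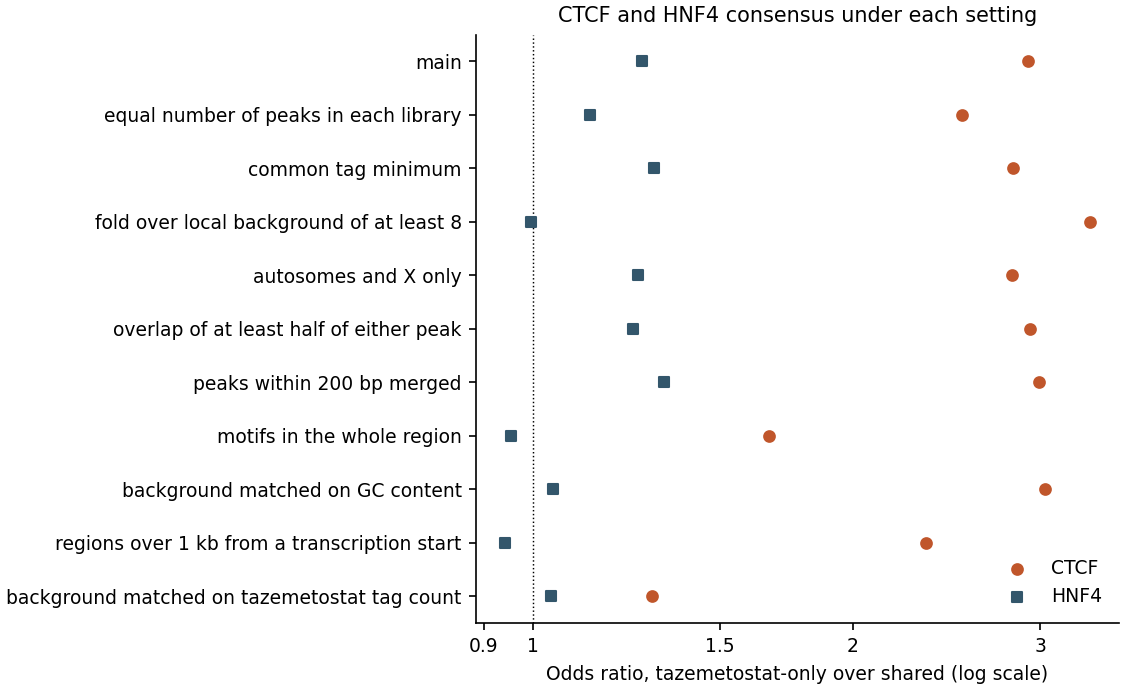
Odds ratio of a consensus match in tazemetostat-only against shared regions (horizontal log axis) for CTCF and HNF4, under each setting on the vertical axis. CTCF stays above 1 throughout, from 1.29 to 3.34, and HNF4 moves around 1.

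BHMT and CDO1 encode enzymes of methionine and cysteine metabolism. BHMT lies on chromosome 5 from 79111809 to 79132288 on the plus strand (hg38). A tazemetostat-only region from 79111595 to 79112127 spanned its transcription start. The normalised tag count was 8.06 in tazemetostat replicate 1 and 7.91 in replicate 2, from 16 and 21 tags. The peaks of the 2 libraries shared 68 bp, so they were not joined when an overlap of 50% of either peak was required. A second region, from 79133631 to 79133931 in an intron of DMGDH, was called in tazemetostat replicate 2 alone, with a tag count of 5.65. DMGDH overlaps the region at the BHMT transcription start as well. No peak was called in the BHMT window in either control library.

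CDO1 lies on chromosome 5 from 115804733 to 115816659 on the minus strand. It had 3 tazemetostat-only regions and no control peak. The region from 115816187 to 115817062 spanned the transcription start, with normalised tag counts of 15.1 and 12. The region from 115814488 to 115814924, which the annotation assigns to a promoter of another CDO1 transcript, had 7.56 and 9.79. An intergenic region from 115796751 to 115797107, beyond the end of the gene, had 8.06 and 5.27. The tag counts at both genes lay below the median of 30.6 for shared regions. The smallest values called in the 2 tazemetostat libraries were 5.04 and 4.89, and in the controls 6.4 and 5.04. Absence of a control peak there is not a measured difference in accessibility. No control tags are listed there, so a low tag count, the local fold filter and a real difference cannot be told apart. With an equal number of peaks per library, neither gene kept a tazemetostat-only region. That setting keeps only the 26133 highest peaks of each library, out of 54157 in tazemetostat replicate 2. Peaks below the median tag count of that library, 12.8, are therefore dropped. Every tazemetostat replicate 2 peak at both genes lay below 12.8. The loss thus follows from the cut and says nothing about the controls.

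**Figure D5:**
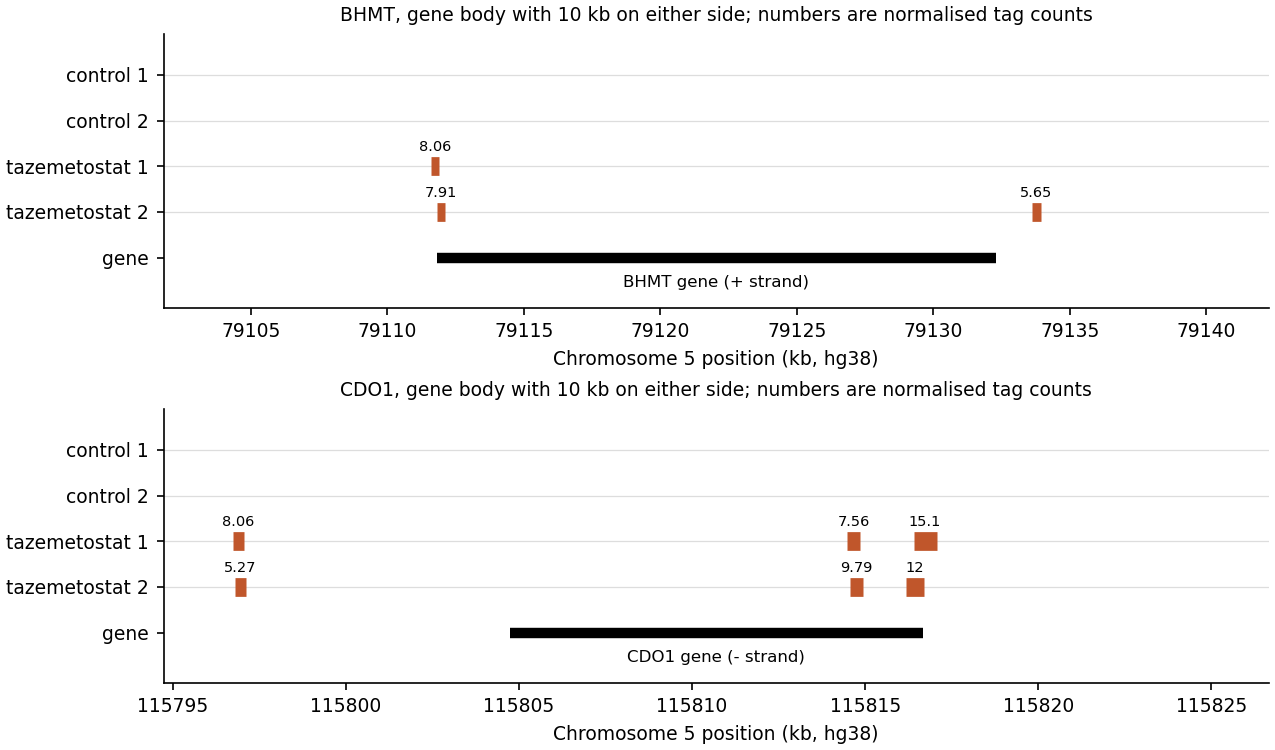
Peaks in the BHMT and CDO1 windows by library, drawn along chromosome 5 in kb, with normalised tag counts above each peak and the gene as a black bar. Both transcription starts carry peaks in the tazemetostat libraries only, with tag counts from 7.91 to 15.1.

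Of 12 genes selected from those named by the study, 6 had a tazemetostat-only region within the gene or 10 kb on either side, and 0 had a control-only region. Besides BHMT and CDO1 these were CDH1, PCK1, AIFM2 and HNF4A. CDH1 had an intronic region on chromosome 16 from 68760605 to 68761246 (18.1 and 13.6). PCK1 had a region on chromosome 20 from 57568177 to 57568721, just past the end of the gene (37.8 and 17.3). AIFM2 had a region on chromosome 10 from 70132678 to 70133052 that spanned its transcription start (13.6 and 14.7), and HNF4A an intronic region on chromosome 20 from 44419230 to 44419705 (22.2 and 23.3). The promoters of SLC7A11, NFS1, CARF, EZH2, PCK1 and HNF4A carried shared regions, for HNF4A at the start of the gene. Other HNF4A regions placed in promoters were called in tazemetostat replicate 1 alone. They ran from 44384369 to 44384783 (13.1) and from 44400994 to 44401375 (28.2). A shared region also lay in an intron of IGFBP4. NTF3 had a single peak, in tazemetostat replicate 2. With an equal number of peaks per library the count was 3 genes, without BHMT and CDO1, whose low peaks that setting drops. With a fold over the local background of at least 8 the count was 0. Every tazemetostat-only region at the 6 genes had at least 1 tazemetostat peak with a fold under 8. That 0 therefore followed from what the filter removes. Searched over whole regions at these loci, and not in the central 200 bp alone, the HNF4 consensus was found in 0 of the 2 regions at BHMT, 0 of the 3 at CDO1 and 0 of the 10 at HNF4A. In the central 200 bp, only 3.22% of all tazemetostat-only regions held it. Few regions are thus likely to lack this fixed sequence in any case, and its absence does not argue against HNF4 binding. From ChIP-seq of normal liver, the study reported HNF4α binding at the BHMT and CDO1 loci. The consensus was found outside the central 200 bp of the tazemetostat-only region of AIFM2, as TGAACTTTG on chromosome 10 from 70132969 to 70132977, within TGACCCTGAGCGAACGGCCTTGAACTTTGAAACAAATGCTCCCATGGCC. Further matches lay in regions of CDH1, PCK1 and AIFM2 that were not tazemetostat-only.

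A fixed list of 32 sulfur amino acid metabolism genes was set against random gene lists. A tazemetostat-only region lay in the window of 19 genes, or 59.4%. Among 10000 random lists matched on the number of regions per window, the median was 13 genes and the central 95% ran from 8 to 18. The list stood at percentile 99.3 (gene-list permutation, two-sided p = 0.0206). BHMT and CDO1 are on the list and were chosen by the study partly on these libraries, and neighbouring genes such as BHMT and DMGDH share regions. With genes of overlapping windows taken once and without those 2 loci, 15 of 27 genes had such a region (gene-list permutation p = 0.131); this alternative was chosen after the data were seen. In the same gene-list permutation the result was not past 0.05 with an equal number of peaks per library (8 genes, p = 0.257), with windows of 2 kb (12 genes, p = 0.477) or with windows of 50 kb (24 genes, p = 0.395). With a library left out in turn the list stood at percentiles from 72.6 to 93.5, the lowest without tazemetostat replicate 2.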

Values the study reported

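The study reported a cluster of 12,435 regions whose accessibility rose under tazemetostat. For HNF4 motifs in that cluster it gave a p of 1e-485, and it narrowed its gene search to 16 candidate genes.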

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

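Chosen only after the data were seen were the fixed 300 bp measures, the motif comparison in strata of tag count, the gene list with loci taken once, and the leave-one-out values of the annotation and study gene loci.

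With an equal number of peaks in each library, the peak difference was 0 by construction, the tazemetostat-only and control-only sets held 2605 and 1088 regions, 3 study genes had a tazemetostat-only region and 1 a control-only region, and the gene list had 8 genes (gene-list permutation p = 0.257). With a fold over the local background of at least 8, the peak difference was 7879, the tazemetostat-only set held 3652, the control-only set 534 and the shared set 2434 regions, 0 study genes had a tazemetostat-only region, the gene list had 4 genes (percentile 37.1, permutation p = 0.957), and the intron difference was -0.821 points. Asking for 1 library of a group and none of the other gave 38125 and 10495 regions. The cause of these shifts was not tested beyond what each filter removes.

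Across the 4 recounts that each left out one replicate, the peak difference ran from 19967 to 28602 and the share of tags from 4.81 to 6.51 points. The sets ran from 13183 to 25276 tazemetostat-only, 696 to 5750 control-only and 16750 to 24976 shared regions. The promoter difference ran from -27.1 to -16.6 points, the study genes from 6 to 10 with a tazemetostat-only and 0 to 1 with a control-only region, and the list from 19 to 23 genes, at percentiles from 72.6 to 93.5 of random lists against 99.3 with all libraries. The odds ratios ran from 0.924 to 1.23 for HNF4, 2.01 to 2.55 for CTCF, 0.99 to 1.17 for GATA and 0.866 to 1.17 for FOXA.

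The odds ratio of HNF4 was 1.13 with equal numbers (adjusted p = 0.917), 0.996 with the stricter fold (adjusted p = 1), 0.954 in whole regions, 1.05 on matched GC, 0.943 in distal regions and 1.04 in tag count strata. In the same order, values that crossed 1 were 0.709, 0.666 and 0.780 for CEBP (first 3 settings). CEBP had 2.97 in tag count strata (adjusted p = 0.0271), NFkB 0.590 in whole regions and HNF1 0.639 in distal regions, all 3 now past the threshold. With equal numbers ATF had 1.01, NFkB 1.28, GATA 0.972, FOXA 0.969 and SP/KLF 1.01. With the stricter fold AP-1 had 0.968, NFkB 1.34, GATA 0.907, FOXA 0.921 and HNF1 1.06. In whole regions AP-1 had 0.771, GATA 0.826 and FOXA 0.839, all 3 past the threshold in this direction. All odds ratios from whole regions are lowered by the greater length of shared regions, whereas those from the central 200 bp may be raised by it. On matched GC AP-1 had 0.885, NFkB 1.11, GATA 0.967 and FOXA 0.875 (adjusted p = 0.0242). In distal regions ATF had 1.48, AP-1 0.766 (adjusted p = 3.91e-06), NFkB 1.08, GATA 0.928, FOXA 0.780 (adjusted p = 1.65e-06) and SP/KLF 1.12. In tag count strata ATF had 1.21, AP-1 0.892, NFkB 1.22, FOXA 0.868 and SP/KLF 1.42 (adjusted p = 5.89e-05). The cause was not tested except as given among the other observations. CTCF stayed above 1 and past the threshold under each of these settings, from 1.29 to 3.34.

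The list had 18 genes with an overlap of 50% of either peak (gene-list permutation p = 0.069), 12 with windows of 2 kb (p = 0.477), 24 with windows of 50 kb (p = 0.395) and 15 with loci taken once (p = 0.131). In that permutation it stayed past 0.05 at the common tag minimum (18 genes, p = 0.0488), on autosomes and X, with peaks merged within 200 bp and against lists matched on window length (p = 0.0022).

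For tag counts, bringing the libraries to a common level removes the general shift by construction; the cause of the lost lower calls in limma was not tested. Median centring, quantile and cyclic loess normalisation left 0 regions higher and 0 lower in limma, with 468 and 1188, 649 and 852, and 621 and 853 at an unadjusted p under 0.05, and median changes of -0.0597, 0.0113 and 0.00484. TMM in edgeR gave 23 and 174 regions (median 0.000996) and DESeq2 gave 3 and 106 (median 0.0231), and the 6 named rises and falls stayed past the threshold in both. Tags in the fixed 300 bp peak gave 0 and 0 in limma (1271 and 213 unadjusted, median 0.17), the same with median centring (577 and 659, median -0.0356), and 0 and 0 in edgeR (1077 and 223, median 0.20); this measure understates long regions. A fold of at least 2 left 2891 and 15 regions, the upper 50% by tag count 24 lower ones. The median was 0.51 with a pseudocount of 10 and 0.41 per kilobase, and 0.57 to 0.80 without one replicate in turn. The replicate block gave 5046 higher and 27 lower regions, and with median centring 0 and 0 (422 and 1182 unadjusted, median -0.0597). The block alone changed no call of a named region. Libraries of the same replicate number shared only that number, with a correlation of -0.00246 between their deviations from the group means. For the region sets the block equals the value as reported by construction.

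Among the 12 named regions, the alternatives without a replicate left out gave 74 values the same, 44 weaker and 6 moved. With these named regions included, single regions and secondary measures together gave 147 the same, 50 weaker, 3 stronger, 12 moved and 32 reversed. With 2 libraries per group, the exact permutation test cannot pass 0.05 under any setting.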

Other observations

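Chosen only after the results were seen were the tests of depth, calling limit, local filter, fragment length, peak length, strata of tag count and list loci taken once, and the reading of the general shift in tag counts as a test of background. The comparisons on matched GC content and in distal regions were set in advance, but were weighed as explanations only afterwards. The adjusted p of the HNF4 consensus was 0.0028, from a fixed sequence and a background of shared regions. That is higher than the value quoted from the study above, which came from another kind of motif search.

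The tazemetostat-only set was larger than the control-only set. The ratio of mean peaks per 1 M mapped tags was still 1.62, which argues against depth as the whole cause. A candidate explanation is a higher share of tags over background in the tazemetostat libraries, as 95.4% of the 15383 regions with exactly 1 peak in each library had a higher tag count there. Of the tazemetostat-only regions, 90.4% had a lower tag count than the lower quartile of shared regions, but regions missed in 2 libraries are weaker than shared ones largely by definition, so whether they lie near the calling limit stays open. Peak numbers before the local background filter differed by a ratio of 1.32 only, so that filter may widen the gap. The fragment length setting differed by 56 bp between the groups and was the same within each, and cannot be told apart from treatment. The study's methods describe a DNase I pretreatment, to remove free DNA, for tazemetostat-treated cells and do not state it for the controls. If only treated cells received it, that step cannot be told apart from treatment either. A broad gain in accessibility once EZH2 is inhibited stays open and was not tested apart from these.

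Tag counts were higher under tazemetostat at most shared regions, and peaks were longer there. In the 428 regions whose 4 lengths differed by less than 10%, the median log2 change was 0.42, against 0.70 in all. These regions were selected on peak length, which is itself an outcome of peak calling. Tags in the fixed 300 bp peak, which understate long regions, had a median change of 0.17. By that measure 67.8% of regions were higher and 0 passed the threshold in limma. Both medians were positive, but they do not settle how much of the rise follows from length. A difference in the share of tags over background and a general rise in accessibility both stay open.

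The HNF4 excess may follow from the make-up of the region sets. Its odds ratio was 1.05 against shared regions of matched GC content, 0.943 in regions over 1 kb from a transcription start and 1.04 within strata of tag count. The CTCF excess was 3.03 on matched GC content and 2.34 in distal regions, which argues against both as its cause. In strata of tag count it fell to 1.29, so tag count may account for most of it. Whether it accounts for the whole stays open. The strata were set on tazemetostat-only regions, of which 90.4% lay under the lower quartile of shared regions. Most shared regions therefore fell in the highest strata, where tag counts could still differ between the sets. SP/KLF matches went from fewer to more in the strata of tag count (1.42), so their lower share may follow from tag count. Their odds ratio was 1.12 in distal regions and 0.859 on matched GC content, neither past the threshold. Distance from promoters and GC content may therefore account for it as well. Binding by these factors was not measured, and an effect of treatment on it stays open.

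The sulfur amino acid list had more genes with a tazemetostat-only region than random lists. With loci taken once and without BHMT and CDO1, 55.6% of the genes had one (gene-list permutation p = 0.131), 15 of 27, against a median of 11 in matched random lists. Whether neighbouring genes and the study's choice of genes produced the excess cannot be told apart from a true one with 27 genes. An effect of EZH2 inhibition on these genes was not tested separately.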
